A study of Mus musculus with 5 samples.

How the data were processed

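Liver cells of C57BL/6J mice were profiled by droplet-based single-cell RNA sequencing with a 10x v3 kit. There were 5 libraries, 1 per group: postnatal day 14 (P14), adult control, and adult mice at 24 h, 48 h and 96 h after partial hepatectomy (PHx), the surgical removal of most of the liver. Mice were 8 weeks old at surgery. Per the labels' protocols, cells were released by perfusion, passed through a dead-cell removal kit and sequenced on an Illumina NovaSeq. The labels contradict each other on one library: the protocol lists it among the operated animals, whereas its title, source and age call it an adult control. It was treated as the control. The labels give neither the sex nor the number of animals. A code in the sample descriptions is 2 for the adult control and 1 for the other 4 libraries, so a batch behind that code and the control group cannot be told apart.

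For each library the authors deposited a sparse matrix of unique molecular identifier (UMI) counts per gene and barcode, as whole numbers without normalization. Per the file headers, the matrices were written by software version 3.0.2. The genome build, the annotation and any filter are not stated. Each matrix lists 31053 genes and 6794880 barcodes, so it holds empty droplets as well as cells. Of the gene identifiers, 30934 matched GENCODE M21, which served only to mark 21897 protein-coding genes, because the build behind the counts is not stated. No coordinates are given for the same reason.

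A barcode was called a cell when it had at least 1000 UMIs, at least 500 genes and under 30% mitochondrial UMIs, and either lay above the knee of its library's barcode-rank curve or differed from the free-RNA profile. The difference was tested by a Monte Carlo multinomial test with 2000 draws at a Benjamini-Hochberg level of 0.01. The planned free-RNA profile came from barcodes of 100 UMIs or fewer. These barcodes had a mitochondrial share between 6.01% and 20.3%, against 0.433% to 2.78% on the plateau of empty droplets (barcode ranks 20001 to 60000), and their profile called 51709 barcodes in the adult control. The plateau profile was therefore used for all reported values, a change made after seeing the data, and the planned profile is given as an alternative. Doublets were scored with Scrublet in scanpy 1.11.5 (expected rate 0.06). The highest scores were removed at 0.8% per 1000 cells, up to 8%.

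Counts per 10000 were log-transformed, and 2000 variable genes without mitochondrial or listed genes were reduced to 30 principal components. Cells of all 5 libraries were clustered together with 15 neighbours by the Leiden method at resolution 1.0 (igraph 0.11.9), without batch correction. The 32 clusters were named from fixed markers of 13 cell classes. A name needed at least 3 markers, more than any other class, among the 50 leading genes detected in at least 25% of the cells, and no other class could have more among the leading 10. Clusters far below the median depth of their libraries also needed a marker among those 10. Clusters left unnamed, or named hepatocyte, were set a second time against the other named classes only, counting markers at least 2-fold higher there. The markers were fixed in advance, whereas this rule was settled after clusters had been seen and after earlier forms of it had been tried. Clusters with hepatocyte markers but under 5% mitochondrial UMIs were kept apart as low-mitochondrial barcodes, a threshold set after seeing the data. Names rebuilt from markers may differ from those of the study. No cluster was named macrophage, mesenchymal, cholangiocyte or platelet, so macrophage signals were read in monocyte or dendritic-like cells, a choice also made after seeing the data.

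To compare cells of unequal depth, each cell was thinned to 5000 UMIs and shallower cells were left out. A cell was positive for mitosis or replication when at least 3 different genes of that list had a UMI. Cycling cells were mitosis-positive, and non-cycling cells had 0 mitosis genes and at most 1 replication gene. Counts of a class were summed per library and divided by their total without the 13 mitochondrial genes, and expressed as CPM. Ratios were log2((CPM + 1)/(CPM + 1)) over the adult control. A list was summarised by the median over its genes of at least 5 CPM in either library, with the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. The pseudocount understates ratios of low genes, so a median with a floor of 3 counts in place of the pseudocount is given where it differs much.

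There were 18 gene lists. They cover mitosis, replication, urea cycle and amino acids, gluconeogenesis and glycogen, fatty acid oxidation and ketogenesis, fatty acid synthesis, cholesterol synthesis, bile acid and drug metabolism, acute phase and stress, immature liver, pericentral and periportal genes, endothelial signals, macrophage signals, receptors in hepatocytes, sex-linked genes, sex-biased liver genes and dissociation. The 6 metabolic lists from the urea cycle to bile acid and drug metabolism were also pooled into 1 list of 64 genes. Some genes are in more than 1 list. The periportal list shares Hal, Sds, Ass1, Arg1 and Gls2 with the urea cycle list and Pck1 with the gluconeogenesis list. Besides listed genes, the named genes are the 5 with the largest and the 5 with the smallest ratio among protein-coding genes that are no marker and have at least 50 CPM and 30 UMIs in the higher library. Resemblance to P14 was measured on the genes at least 4-fold higher or lower in P14 than in the adult control, and by correlation across genes. All such ratios share the control, so 100 sets of libraries were simulated with counting error only. In them PHx libraries did not differ from the control, and P14 was drawn from its own profile.

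With 1 library per group no test was possible, no p-values are given, and no difference between groups has a replicate check. Shares carry exact binomial intervals and CPM exact Poisson intervals. List medians carry the range of 95% of 200 Poisson resamplings of the counts. All intervals are at the 95% level and cover counting error only. Depth ranged from 80927744 to 136110607 UMIs per library, and a count of 3 in hepatocyte-like cells corresponded to 0.0487 CPM in P14 and to between 0.143 and 0.223 CPM in the other 4 libraries.

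The steps were tested on simulated data. Of 8431 simulated genes in each comparison with the adult control, 200 were changed. They were scored after the median ratio of the unchanged genes had been taken off, a step that the reported CPM ratios do not have. All 100% then moved in the right direction, and between 75.5% and 84.0% lay within 0.25 log2 of the true ratio. Without that step 0 unchanged genes passed the 4-fold mark upwards, and the downward mark was not checked. The free-RNA test called 0.1% of 1000 simulated empty droplets and 100% of 1000 mixed ones. With 30% of simulated cells raised, thinning gave 26.9% positive cells at 8000 UMIs per cell and 25.7% at 40000, where unthinned cells gave 30.0% and 49.9%.

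The markers, gene lists, rules for named genes, comparisons and 19 of the 22 alternative settings were chosen before the data were examined. The settings chosen in advance changed the minimum of UMIs and genes, the mitochondrial limit, the free-RNA test, doublet removal, the clustering, the thinning depth, the number of positive genes, the scaling (TMM factors from edgeR 4.0.16 or the mean of the cells' own CPM), the pseudocount, the CPM minimum, free-RNA subtraction and the way genes higher in P14 were chosen. The other 3 were added after seeing the data: the planned free-RNA profile, low-mitochondrial barcodes counted as hepatocyte-like, and resemblance to P14 in non-cycling cells alone. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3 were used.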

Results

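Droplet counts of 5 liver libraries were used to ask how proliferation and metabolic gene use divided among hepatocytes after PHx, and whether regenerating hepatocytes resembled those of P14 mice. From 3301 to 4407 barcodes per library were called cells. After removal of 628 doublets, 3444 cells remained in P14, 4231 in the adult control, 4252 at 24 h, 3214 at 48 h and 3929 at 96 h (19070 in total). Median depth was 26729 UMIs per cell in P14, 4931 in the adult control, and 4753.5, 6276.5 and 3973 at 24 h, 48 h and 96 h. The number of cells depended on the free-RNA test, without which 62434 barcodes of the adult control and 5260 of P14 remained, and in P14 also on the mitochondrial limit, as 1513 cells had under 15% mitochondrial UMIs. Free RNA amounted to 902 UMIs per droplet in P14, 1405 in the adult control, and 846, 394 and 939 at 24 h, 48 h and 96 h.

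Hepatocyte-like cells made up 59.7% (58.0% to 61.3%) of P14 cells and 24.1% (22.8% to 25.4%) of adult control cells. The share was 32.8% (31.4% to 34.2%) at 24 h, 25.7% (24.2% to 27.2%) at 48 h and 25.02% (23.7% to 26.4%) at 96 h. A limit of 15% mitochondrial UMIs moved this share most in P14, to 11.1%, and gave 1.52% in the adult control, because hepatocyte-like cells had median mitochondrial shares of 20.6% in P14 and 25.05% in the adult control. Another set of barcodes carried hepatocyte transcripts with under 5% mitochondrial UMIs, a threshold set after seeing the data. It held 30.5% of P14 barcodes, 41.2% of adult control barcodes, and 41.7%, 33.7% and 47.5% at 24 h, 48 h and 96 h. These barcodes were not counted as hepatocyte-like, and counting them as such moved the share most in the other 4 libraries, to 65.3% in the adult control and 74.5%, 59.4% and 72.5% at 24 h, 48 h and 96 h, and gave 90.2% in P14. Shares of recovered cells depend on perfusion and dead-cell removal and are not proportions in the tissue.

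T or NK-like cells made up 16.0% of adult control cells, 5.62% at 24 h, 14.97% at 48 h, 4.89% at 96 h and 1.95% in P14. Monocyte or dendritic-like cells rose from 1.99% in the adult control to 3.17% at 24 h and 6.66% at 48 h, and stood at 2.49% at 96 h. This class pooled a cluster led by Ms4a6c and Lyz2 with one led by Siglech and Cox6a2. The former held 34, 66, 84 and 50 cells in the adult control and at 24 h, 48 h and 96 h, and the latter 50, 69, 130 and 48. Neutrophil-like cells went from 1.06% to 3.55%, 4.95% and 1.99% at 24 h, 48 h and 96 h. Endothelial-like cells made up 1.66% in P14, 3.47% in the adult control, and 7.38%, 2.27% and 5.70% at 24 h, 48 h and 96 h.

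**Figure D1:**
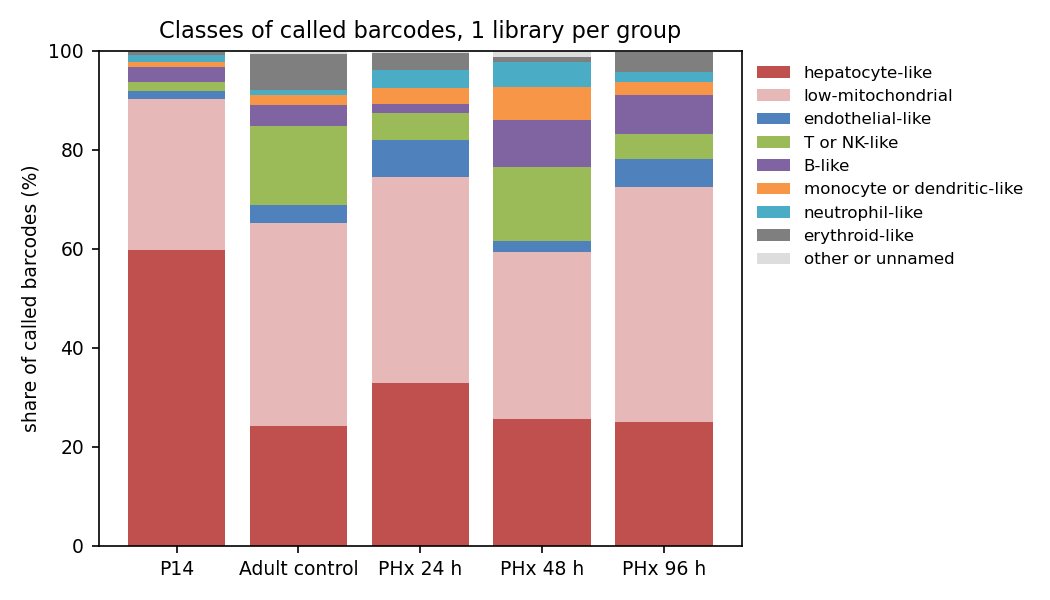
Share of each cell class among called barcodes of the 5 libraries.

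Mitosis-positive hepatocyte-like cells were most frequent at 48 h. At equal depth (5000 UMIs per cell) they made up 0.659% (0.242% to 1.43%) of 911 cells in the adult control, 15.5% (13.4% to 17.7%) of 1170 at 24 h, 42.2% (38.5% to 45.9%) of 716 at 48 h and 10.1% (8.07% to 12.4%) of 772 at 96 h, against 11.4% (10.0% to 12.8%) of 2023 in P14. The setting that moved these shares most was clustering each library alone, which gave 26.2% at 96 h. Without thinning the shares were 0.981%, 27.4%, 54.8% and 16.2% in the adult control and at 24 h, 48 h and 96 h, and 22.2% in P14.

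Replication-positive cells were most frequent earlier, at 24 h, with 43.3% (40.5% to 46.2%), against 0.439% (0.120% to 1.12%) in the adult control, 23.2% (20.1% to 26.5%) at 48 h, 5.18% (3.73% to 6.99%) at 96 h and 9.24% (8.02% to 10.6%) in P14. Requiring 5 genes lowered the share at 24 h most, to 24.5%. Without thinning, 6.97% of the adult control, 66.2%, 71.5% and 19.9% at 24 h, 48 h and 96 h, and 58.8% of P14 hepatocyte-like cells were replication-positive, so in shares of positive cells the earlier peak of replication was seen only at equal depth. Cells positive for both lists numbered 86 in P14, 2 in the adult control, and 161, 102 and 26 at 24 h, 48 h and 96 h. The median ratio over the adult control, from counts without thinning, was 3.02 at 24 h, 4.58 at 48 h and 2.69 at 96 h for the mitosis list, and 3.21, 2.56 and 1.58 for the replication list, so the list medians showed the earlier peak of replication as well. In P14 the medians were 2.88 and 1.78. In other classes, 70.1% of 67 B-like cells in P14 were mitosis-positive. In the adult control 1 of 49 was (2.04%, 0.0517% to 10.9%), and 0 of 8, 36 and 34 at 24 h, 48 h and 96 h. Of B-like cells before the depth minimum, 88 in P14 lay in a cluster led by Vpreb3 and Vpreb1, against 2 in the adult control. A cluster led by Cd79a and Ms4a1 held 11 and 176, so B-like shares of P14 and the adult control compare different clusters. Mitosis-positive T or NK-like cells made up 0.962%, 0%, 1.86% and 4.41% in the adult control and at 24 h, 48 h and 96 h, with 6.25% in P14. Replication-positive T or NK-like cells made up 12.3%, 22.6%, 18.0% and 19.9% in the same order, with 31.25% in P14. B-like cells at 48 h were 22.2% replication-positive. A replication-positive call was thus common where mitosis-positive cells were few, and by itself was not tied to mitosis there. Of erythroid-like cells, 44.4% of 18 were mitosis-positive in P14 and 20.7% of 29 at 48 h, against 0.446% in the adult control, 4.14% at 24 h and 3.39% at 96 h. Of neutrophil-like cells, 6.25% of 32 (0.766% to 20.8%) were mitosis-positive in P14, 6.02% of 83 (1.98% to 13.5%) at 24 h and 1.43% of 140 (0.173% to 5.07%) at 48 h. Replication-positive ones made up 9.38% (1.98% to 25.02%), 7.23% (2.70% to 15.1%) and 0% (0% to 2.60%). Only 3 neutrophil-like cells of the adult control and 13 at 96 h were deep enough, with 0 positive. These cells gave no background for hepatocyte-like cells: they were few and shallower (medians of 8660, 6380 and 9582 UMIs before thinning in P14 and at 24 h and 48 h, against 38717, 19431 and 35408), and whether they divide was not tested.

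**Figure D2:**
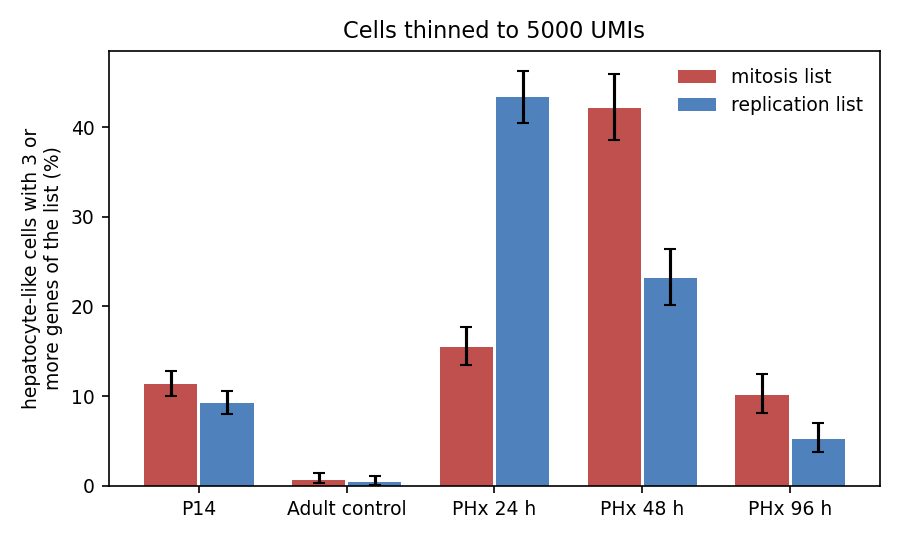
Mitosis-positive and replication-positive hepatocyte-like cells at equal depth. Bars are 95% binomial intervals, which cover counting error only.

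Metabolic genes of hepatocyte-like cells were lower at 24 h and 48 h and near the adult control at 96 h. The median ratio of the 63 usable genes of the 6 metabolic lists was −0.51 (−0.55 to −0.47) at 24 h, −0.56 (−0.62 to −0.53) at 48 h and 0.02 (−0.01 to 0.07) at 96 h. The matched percentiles were 0, 0 and 36.3. The mean ratio at 24 h was −0.38. P14 values shifted with scaling: TMM factors raised the median P14 ratio of all genes by 0.28, from −0.27 by CPM to 0.02 by TMM. P14 list ratios in the text are CPM ratios, and where a value relative to that median is named, the median has been taken off. The metabolic lists in P14, at −0.34 (−0.41 to −0.31; percentile 9.36), stood at −0.069 relative to it. The mitosis and replication lists stood at 3.14 and 2.05 relative to it. A limit of 15% mitochondrial UMIs moved these medians most in P14 (−0.74), at 48 h (−0.83) and at 96 h (−0.32), and inclusion of low-mitochondrial barcodes most at 24 h (−0.68), whereas TMM gave −0.04 in P14. The sign at 96 h depended on the settings, with values between −0.32 and 0.09.

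The lists differed from each other. Urea cycle and amino acid genes stood at −0.55 (−0.57 to −0.51) at 24 h, −1.02 (−1.05 to −0.99) at 48 h and −0.08 (−0.11 to −0.06) at 96 h. Gluconeogenesis and glycogen genes stood at −0.37, −0.84 and −0.27, and fatty acid synthesis genes at −0.50, −0.89 and −0.12. Fatty acid oxidation and ketogenesis genes were at −0.60 and −0.44 at 24 h and 48 h and at 0.23 (0.19 to 0.27) at 96 h, which became −0.28 under the 15% limit and −0.0027 with low-mitochondrial barcodes included. Bile acid and drug metabolism genes were at −0.64, −0.46 and 0.09, where the last value was −0.38 under the 15% limit. Cholesterol synthesis went the other way, to 0.76 (0.72 to 0.80), 0.50 (0.45 to 0.56) and 0.51 (0.40 to 0.61), at percentiles of 99.7, 98.4 and 99.3. Relative to the median of all genes in P14, fatty acid synthesis stood at −2.55, cholesterol synthesis at −2.27, bile acid and drug metabolism at −0.42, the urea cycle at −0.098, gluconeogenesis at 0.43 and fatty acid oxidation at 0.92 (percentile 99.8).

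Acute phase and stress genes rose to 3.06 (3.05 to 3.08) at 24 h and 4.52 (4.38 to 4.54) at 48 h, with 11 of 11 genes higher at both times, and stood at −0.02 at 96 h and, relative to the median of all genes, at −1.09 in P14. They held 1.00% of hepatocyte-like UMIs in the adult control, 7.60% at 24 h, 9.78% at 48 h, 0.871% at 96 h and 0.851% in P14. Immature liver genes stood at 5.78 (5.65 to 6.00) in P14, or 6.05 relative to the median of all genes, where 8 genes were usable (8.03 with a floor of 3 counts), and at 1.04 for 1 usable gene at 24 h, 0.62 for 2 at 48 h and 1.77 for 2 at 96 h. The signs at 24 h and 48 h changed to −0.72 under the 15% limit and −0.90 with each library clustered alone. Pericentral genes were at −0.18, −0.01 and −0.27 at 24 h, 48 h and 96 h, and periportal genes at −0.59, −0.93 and 0.07. In P14 they were at −0.25 and −0.48 relative to the median of all genes. At 96 h both signs depended on the settings: clustering each library alone gave 0.61 for pericentral and −0.85 for periportal genes.

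The 14 listed receptors in hepatocytes were at −0.42, −0.36 and −0.28 at 24 h, 48 h and 96 h (percentiles 2.71, 8.30 and 1.25). Dissociation genes were at 0.07, 0.37 and 0.72 (percentiles 61.2, 96.4 and 99.99). In P14 they were at −0.60 and −0.33 relative to the median of all genes. The library at 96 h thus stood furthest from the adult control in genes that respond to tissue handling.

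**Figure D3:**
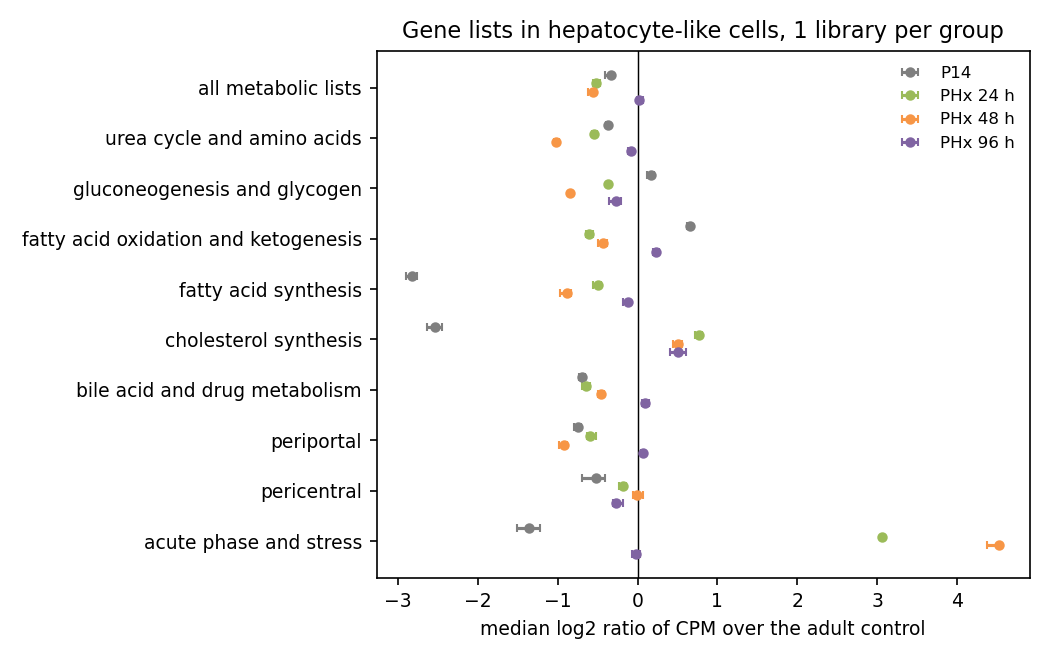
Median log2 ratio of each gene list in hepatocyte-like cells over the adult control, by CPM, without removal of the median of all genes.

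Within a library, cycling hepatocyte-like cells had lower metabolic genes than non-cycling ones. The median over the 63 genes was −0.23 (−0.28 to −0.18) at 24 h (181 cycling and 428 non-cycling cells), −0.22 (−0.26 to −0.18) at 48 h (302 and 217 cells) and −0.39 (−0.45 to −0.33) at 96 h (78 and 533 cells), each at percentile 0. The 15% limit moved this most, to −0.60 at 48 h. At 96 h that limit gave −0.028, which left little of the difference. It kept only 68 hepatocyte-like cells at 48 h and 93 at 96 h, counted before the depth minimum. Urea cycle genes were lower in cycling cells, at −0.49, −0.27 and −0.63, as were cholesterol synthesis (−0.42, −0.79 and −0.65), fatty acid synthesis (−0.19, −0.47 and −0.53) and gluconeogenesis genes (−0.30, −0.04 and −0.37). Fatty acid oxidation changed little (−0.10, −0.08 and 0.00), bile acid and drug metabolism stood at 0.10, −0.23 and 0.11, and acute phase genes at −0.20, −0.16 and −0.64. Under the 15% limit the urea cycle, fatty acid synthesis and acute phase values at 96 h became 0.13, 0.03 and 0.02, and cholesterol synthesis at 24 h became 0.02. Cycling cells had more UMIs than non-cycling ones, with medians of 23743 against 19270.5 at 24 h, 41899.5 against 31663 at 48 h and 27805 against 20895 at 96 h.

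The lower metabolic genes after PHx were not confined to cycling cells. Non-cycling cells over non-cycling cells of the adult control stood at −0.47 (−0.49 to −0.40) at 24 h, −0.49 (−0.56 to −0.44) at 48 h and 0.12 (0.06 to 0.15) at 96 h. The value at 96 h was moved most and changed sign, to −0.25 under the 15% limit. At 24 h and 48 h the difference of non-cycling cells from those of the adult control was larger than the difference between cycling and non-cycling cells of the library. Under the 15% limit this order was lost at 48 h (−0.58 against −0.60), with only 68 hepatocyte-like cells left there and 49 in the adult control. In non-cycling cells, urea cycle genes stood at −0.21, −0.80 and 0.05, cholesterol synthesis at 0.81, 0.96 and 0.72, and acute phase genes at 3.10, 4.64 and −0.05 at 24 h, 48 h and 96 h.

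Pericentral genes were higher and periportal genes lower in cycling cells at 24 h (0.48, 0.31 to 0.59, and −0.74, −0.81 to −0.66) and at 96 h (0.70, 0.39 to 0.76, and −1.20, −1.27 to −1.09). At 48 h both were lower (−0.18 and −0.18). The pattern at 96 h was reversed when each library was clustered alone, with −0.62 for pericentral and 0.27 for periportal genes. The periportal list shares Hal, Sds, Ass1, Arg1 and Gls2 with the urea cycle list. Lower values of both lists in cycling cells are therefore not separate results. Whether the lower metabolic genes of cycling cells go with zonation was not tested.

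Genes that were higher in P14 were also higher after PHx. The 275 genes at least 4-fold higher in P14 than in the adult control had median ratios of 0.63 (0.57 to 0.73) at 24 h, 0.87 (0.75 to 0.90) at 48 h and 1.00 (0.93 to 1.05) at 96 h, against medians of 0.15, 0.13 and 0.30 in matched random lists. Of them, 198, 220 and 234 were higher. The 337 genes lower in P14 had medians of −0.76, −0.93 and −0.50. The 15% limit moved the genes higher in P14 most, to 2.81 at 24 h and 48 h and 2.44 at 96 h, but with only 49 hepatocyte-like cells in the adult control matched random lists there stood at 1.33, 1.32 and 1.68. A pseudocount of 10 CPM lowered them to 0.10, 0.14 and 0.45, at percentiles of 89.1, 98.3 and 100 among matched lists. With genes of at least 50 CPM the value at 24 h, 0.20, was no higher than that of matched lists (0.21), while genes lower in P14 stayed at −0.76 and r was 0.29. Across 9490 genes, which are not independent replicates, the ratios of P14 and PHx libraries over the shared control correlated with r of 0.37, 0.48 and 0.59 at 24 h, 48 h and 96 h. PHx libraries simulated without change, with counting error only and the same shared control, gave a mean r of 0.0633, 0.0664 and 0.0566. Other features of the control library enter both ratios and were not simulated. In non-cycling cells alone r fell to 0.28, 0.39 and 0.53, and the same 275 genes had medians of 0.29, 0.50 and 0.53, against 0, 0 and 0.15 in matched lists. The 212 genes chosen anew from non-cycling cells, 204 of them among the 275, gave 0.20, 0.35 and 0.64. Cholesterol synthesis genes moved apart, lower in P14 and higher after PHx. The adult control alone bears the other library code, so no correlation with it could be recomputed within a code, and batch and group cannot be told apart. Among PHx libraries, which share a code with P14, the ratios of 48 h over 24 h, 96 h over 24 h and 96 h over 48 h correlated with those of P14 over the adult control at r of 0.28, 0.05 and −0.14.

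In hepatocyte-like cells the genes with the largest ratios at 24 h were Mt2 (6.52), Mt1 (6.13), Lcn2 (6.05), Cdkn1a (5.02) and Hells (4.85), and those with the smallest were Inmt (−4.56), Dbp (−3.89), Sult2a8 (−3.83), Ugt2b38 (−3.78) and Car3 (−3.74). At 48 h they were Mt2 (5.97), Mt1 (5.87), Ube2c (5.72), Mki67 (5.65; 120 against 1.41 CPM) and Prtn3 (5.55), and Moxd1 (−6.07), Dbp (−5.22), Ugt2b38 (−5.00), Mup18 (−4.41) and Mup16 (−4.33). At 96 h they were Abcd2 (3.95), Cdca3 (3.92), Hamp2 (3.35), Stmn1 (3.09) and Cyp7a1 (2.84; 168 against 22.7 CPM), and Moxd1 (−6.85), Mup11 (−6.15), Mup16 (−6.11), Mup17 (−5.66) and Mup18 (−5.40). Moxd1 (ENSMUSG00000020000) fell from 1542 UMIs in the adult control to 15 at 48 h and 0 at 96 h (at least 527-fold lower). Dbp is a clock gene, and the hour of sampling is not stated.

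In P14 the largest ratios were those of Sult2a1 (861 CPM against 0 UMIs, at least 3860-fold), Afp (649 against 0.595 CPM), Sult2a5, Cyp3a44 and Cyp2b9 (399, 234 and 191 CPM against 0 UMIs), and the smallest those of Mup11, Mup20, Mup7, Mup3 and Mup17 (21366 against 0.552 CPM for Mup20). Mup genes form a family of near-identical copies, so the split of counts among them is uncertain. Sex-linked transcripts separated the libraries: Xist (ENSMUSG00000086503) had 56509 UMIs in all P14 cells and 0, 0, 4 and 3 in the adult control and at 24 h, 48 h and 96 h, whereas 4 Y-linked genes had 1 UMI in P14 and 5483, 6227, 6084 and 5334 in the other libraries. The P14 library was therefore from female tissue and the others from male tissue, so in every comparison with P14 age and sex differed at once. The list of sex-biased liver genes mixes genes that went opposite ways in P14, so it was split after seeing the data: by CPM, male-typical genes stood at −8.37 and female-typical genes at 6.19 in P14. After PHx male-typical genes stood at −1.28, −2.18 and −2.08 at 24 h, 48 h and 96 h, and female-typical genes were mostly too low to be used.

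In endothelial-like cells, summed as a class, several angiocrine signals were higher at 24 h and 48 h. The class pooled a cluster of median depth 3932.5 UMIs, with Kdr and Bmp2 among its leading genes, and one of 1376 UMIs. They held 25 and 122 cells in the adult control, 96 and 218 at 24 h, 40 and 33 at 48 h, 27 and 197 at 96 h, and 30 and 27 in P14. Signals were not read per cluster, so this changing mix and a change per cell cannot be told apart. The free-RNA profile was assigned much of the UMIs of endothelial-like cells (71.6% in P14, 69.9% in the adult control, 73.8%, 57.8% and 50.8% at 24 h, 48 h and 96 h). In the same order, free RNA amounted to 902, 1405, 846, 394 and 939 UMIs per droplet. Median depths of these cells were 2979, 1705, 1468.5, 2733 and 1279 UMIs. At that depth free RNA was too little for the assigned share in P14, at 24 h and at 48 h. Values after subtraction rest on these shares and may have too much taken off, so they are not firm. Wnt2 was rare in free RNA, at 0.926 CPM in the adult control and 5.47 CPM at 24 h. Wnt2 (ENSMUSG00000010797) rose from 117 CPM (86.6 to 154) in the adult control to 363 (323 to 406) at 24 h and 589 (516 to 670) at 48 h, and stood at 153 (120 to 193) at 96 h and 226 (188 to 269) in P14. Subtracting free RNA raised the levels and lowered the contrast, to 406, 1004 and 1113 CPM in the adult control and at 24 h and 48 h, and reversed it at 96 h, to 325 CPM. Bmp2 went from 436 (376 to 503) to 922 (858 to 990), 1906 (1771 to 2047) and 508 (446 to 577) CPM, with 3.40, 12.2, 16.9 and 2.65 CPM in free RNA, and after subtraction stood at 1519, 2557, 3599 and 1080 CPM, below the adult control at 96 h. Hgf went from 39.7 to 151, 145 and 56.7 CPM, Inhbb from 14.0 to 145, 117 and 23.1 CPM, and Rspo3 from 35.0 to 265, 156 and 113 CPM, with 435 CPM in P14. Hgf, Inhbb and Rspo3 stayed at or under 2.26 CPM in the free RNA of these adult libraries. After subtraction all 3 stayed higher at 24 h and 48 h (Hgf 420 and 275 against 134 CPM, Inhbb 404 and 221 against 48.2 CPM, Rspo3 738 and 294 against 122 CPM). At 96 h Hgf was then below the adult control (121 CPM), Inhbb level with it (49.1 CPM) and Rspo3 above it (241 CPM). Kdr went from 597 to 706 and 1755 CPM at 24 h and 48 h. After subtraction Kdr went from 2075 to 1960 and 3322 CPM, so with the assigned shares only the rise at 48 h was kept. Dll4 did not rise (39.7, 14.4, 25.5 and 23.1 CPM).

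Genes with the largest endothelial ratios included Mt2 (6.93) at 24 h and genes with 0 UMIs in the adult control, for which only a lower bound of the fold can be given. These were Apold1 (at least 8.75-fold higher) and Tubb3 (8.41) at 24 h, Top2a (19.3), Apold1 (17.9), Mki67 (16.04) and Saa3 (11.7) at 48 h, and Mki67 (15.01) and Top2a (13.5) at 96 h. In P14 they were Eln (57.9), Sult2a1 (56.1), Nts (39.4), Mki67 (33.03) and Top2a (27.4). Free RNA held more of some of these genes than the endothelial-like cells did: Mt2 stood at 6582 CPM in free RNA at 24 h against 3261 in the cells, Saa3 at 341 against 81.6 at 48 h, and Sult2a1 at 1841 against 392 in P14. These 3 values are not read as changes in endothelial-like cells. Decreases of Upk3b, Osr1, Fmo2 and Slpi (−5.69 at 24 h) were lost with a minimum of 500 UMIs and 300 genes, where Slpi stood at 3.58 at 24 h.

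In monocyte or dendritic-like cells, Spp1 rose from 6.83 CPM (2.22 to 15.9) in the adult control to 306 (277 to 337) at 24 h and stood at 22.2 (16.9 to 28.7) at 48 h and 12.3 (6.74 to 20.7) at 96 h. Free RNA held 18.5, 15.9, 17.7 and 24.999 CPM of Spp1 in these libraries, so only the value at 24 h stood far above it. Cxcl2 went from 9.57 to 73.4 CPM at 24 h and Ccl2 from 4.10 to 43.3 CPM, with 2.41 and 1.73 CPM in free RNA at 24 h. Il1b went from 27.3 to 47.0 CPM and Osm reached 12.5 CPM. Tgfb1 was lower, at 183 CPM at 24 h against 282 CPM, and Ccr2 changed little (407 and 430 CPM). Il6 had at most 1 UMI in any library and Il10 at most 2. These cells came from clusters without a macrophage name, so the values do not describe Kupffer cells. The values also pool the cluster led by Ms4a6c and Lyz2 with the one led by Siglech, and were not read per cluster.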

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

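Of the tests below, those of free RNA at a higher load, of cycling cells, of cytosol without endoplasmic reticulum and mitochondria, and of nuclei were chosen only after the result had been seen. The same holds for the tests of chance through the shared control, of batch, of a shift of all sex-biased genes and of mixing between libraries. The tests of a common pool of free RNA, of transcript length, of shared counts among Mup genes and of depth were chosen before their outcome was known, but that an observed share below the drawn one counts against a common pool was decided afterwards.

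Barcodes with hepatocyte transcripts but few mitochondrial UMIs, which no comparison of hepatocyte-like cells used, made up 47.5% of the cells at 96 h, the largest class in that library. Their median mitochondrial share was 0.537%, against 25.5% in hepatocyte-like cells of the same library. Over hepatocyte-like cells, secreted genes stood at −2.63 and membrane genes at −2.77 at 96 h, and cytosolic genes at 0.41. The smallest gap between cytosolic and secreted genes in any library was 2.79, which is consistent with cytosol that had lost endoplasmic reticulum and mitochondria. Low mitochondrial counts were the basis of the class, so they are no separate evidence. Against the free-RNA plateau, called barcodes were selected to differ, so barcodes of at least 5000 UMIs were compared whether called or not, and the gap was at least 1.20 (at 24 h, 1.14 to 1.28). Of these barcodes, 359 of 840 at 24 h and 148 of 684 at 96 h had not been called, and there the gap was 1.07 and 0.45. Their profile differs from the plateau, but free RNA of another composition was not tested, so free RNA and cytosol of damaged cells cannot be told apart: both would hold cytosolic transcripts. Transcript length left a gap of 1.95, and Malat1 stood at −4.15 or lower in every library, which speaks against nuclei.

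Cycling transcripts were found in these barcodes too, above the level in the adult control. Among those of at least 5000 UMIs, mitosis-positive barcodes made up 20.96% at 24 h, 32.4% at 48 h and 4.98% at 96 h, against 0 of 269 in the adult control. Replication-positive ones made up 46.0%, 27.9% and 7.68%, against 2.23% in the adult control. If a common pool of free RNA filled them, barcodes drawn from their pooled profile would have as many positives as observed. For mitosis the pooled profile gave 65.9% at 48 h (observed interval 27.6% to 37.5%), 20.5% at 24 h (17.1% to 25.2%) and 1.61% at 96 h (3.22% to 7.32%). For replication it gave 61.4% at 24 h (41.2% to 51.0%), 34.2% at 48 h (23.3% to 32.9%) and 4.43% at 96 h (5.46% to 10.4%). A single common pool as the whole content of these barcodes is therefore argued against after PHx, whereas the shares drawn for P14 and the adult control lay inside the observed intervals. Several pools of free RNA were not tested. These barcodes may hold hepatocytes lost from the hepatocyte-like class, and their inclusion moved the metabolic lists to −0.21 at 96 h.

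There were 3 gene lists that moved one way at 24 h and 48 h and the other way at 96 h, with counting intervals that left out 0 at each time. The difference between the times was not tested, as each group had 1 library. Fatty acid oxidation and ketogenesis genes were at −0.60, −0.44 and 0.23 at 24 h, 48 h and 96 h. Bile acid and drug metabolism genes were at −0.64, −0.46 and 0.092, and periportal genes at −0.59, −0.93 and 0.073. The 3 values at 96 h changed sign in other settings and are not firm.

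Genes higher in P14 were higher after PHx. Counting error in the shared adult control does not account for the correlation, since the highest simulated one was 0.0917 against r of 0.37 or more. The simulation held counting error only. Other features of the control library enter both ratios, so their part in the correlation stays open. At 24 h the higher level was lost among genes of at least 50 CPM, with 0.20 against 0.21 in matched lists. Whether cycling cells account for it was read in several ways, the later ones after the earlier had been seen. Of the median itself, genes chosen anew in non-cycling cells kept 31.7% at 24 h, 40.2% at 48 h and 64.4% at 96 h, and the same 275 genes 46.6%, 58.0% and 52.7%. Of the excess over matched lists, genes chosen anew kept 58.1%, 58.2% and 78.4%, and the same 275 genes 60.9% (39.6% to 73.3%), 68.3% (62.0% to 84.9%) and 53.8% (50.1% to 70.9%). The outcome set out against cycling cells was over 50% of the median. Whether 50% was passed depended on the reading, and the interval at 24 h included lower values, so the part of cycling cells in the resemblance stays open. The batch of the adult control cannot be told apart from the group, because all other libraries bear the other code. Between PHx libraries of one code, the ratio of 48 h over 24 h correlated with P14 over the adult control at r of 0.28, but 96 h over 24 h at 0.05 and 96 h over 48 h at −0.14, so a contribution of batch stays open. Age, sex and regeneration stay open as well, as untested biological explanations.

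Male-typical liver genes were lower after PHx, at −1.28, −2.18 and −2.08 at 24 h, 48 h and 96 h. Without Mup genes the highest of the values was −1.66, so counts shared among Mup copies do not explain it. Female-typical genes reached at most 7.44 CPM after PHx, and most were too low to be used, so a shift of all sex-biased genes is neither shown nor excluded. The list stood at −0.52 at 48 h over 24 h and −0.53 at 96 h over 24 h, which batch of the adult control does not produce, and at 0.18 at 96 h over 48 h, but the step from the adult control to 24 h cannot be told apart from batch because the control alone has its code. A response to surgery stays open and was not tested.

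Cycling hepatocyte-like cells had higher pericentral and lower periportal genes at 24 h and 96 h. They also had more UMIs, so deep and shallow non-cycling cells were compared. The difference between the lists was −0.55 in deep over shallow cells at 24 h, opposite to the 1.22 of cycling cells, but 0.54 at 96 h, in the direction of the 1.90 of cycling cells. Depth and cycling therefore cannot be told apart at 96 h, as part of the difference goes with depth alone. In other settings the direction at 96 h was reversed, with −0.62 for pericentral genes when each library was clustered alone.

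Xist in P14 and Y-linked genes elsewhere mark libraries of opposite sex. With 1 Y-linked UMI in P14 and at most 4 Xist UMIs in any other library, mixing of cells or RNA between P14 and the other libraries does not explain any of the results. Mixing among the 4 male libraries was not tested.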

How the results depend on the processing

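Of the 22 alternative settings, 3 were chosen only after the results had been seen: the free-RNA profile from barcodes of 100 UMIs or fewer, low-mitochondrial barcodes counted as hepatocyte-like, and resemblance to P14 in non-cycling cells. Among values that carry the conclusions, 252 stayed inside the counting interval of the reported value or, for numbers of cells, close to it, 138 moved and 4 changed sign. The 4 changes of sign, among values whose counting interval left out 0, concerned the metabolic lists in non-cycling cells at 96 h. In all hepatocyte-like cells at 96 h, where the interval included 0, the metabolic lists also fell below 0 in 6 settings, in 4 of them outside that interval (−0.32, −0.21, −0.14 and −0.046). Where no cause is given for a shift, the cause was not tested. The metabolic lists kept their sign at 24 h (−0.68 to −0.43) and 48 h (−0.83 to −0.48) in the 15 settings compared. Cycling over non-cycling cells kept their sign in the 10 settings compared (−0.25 to −0.16 at 24 h, −0.60 to −0.17 at 48 h and −0.40 to −0.028 at 96 h). Mitosis-positive shares lay between 33.7% and 47.5% at 48 h and between 0 and 2.36% in the adult control. No paired analysis was possible because the groups came from different animals and no library was matched to another.

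The minimum of UMIs also moved shares. A minimum of 2000 UMIs gave hepatocyte-like shares of 74.1% in P14 and 27.3% in the adult control, and 44.7%, 28.7% and 30.97% at 24 h, 48 h and 96 h. With 500 UMIs and 300 genes the shares were 29.0% at 24 h and 21.7% at 48 h. That setting also removed decreases seen in endothelial-like cells, where Upk3b and Osr1 stood at 0 at 24 h and at 48 h, Fmo2 at 1.00 at 24 h and 0 at 96 h, and Slpi at 3.58 at 24 h and 1.86 at 48 h. A mesenchymal-like cluster was named there, holding 0.118% of adult control barcodes. Those decreases may have followed the membership of the endothelial-like class, but which barcodes held these transcripts was not tested. A minimum at the steepest point of the barcode-rank curve left 2682 cells in the adult control, 2663 at 24 h and 2551 at 96 h. Keeping doublets and a finer clustering at resolution 2.0 moved none of the conclusions (33 and 28 values compared).

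Dropping the free-RNA test left 5260 cells in P14, 62434 in the adult control, 9361 at 24 h and 15159 at 96 h, with hepatocyte-like shares of 37.1% in P14, 1.52% in the adult control, and 12.8%, 18.9% and 5.28% at 24 h, 48 h and 96 h. The profile from barcodes of 100 UMIs or fewer gave 5244, 47573, 9142 and 13822 cells in P14, the adult control, 24 h and 96 h. Hepatocyte-like shares were then 37.5%, 1.58%, 13.4%, 19.3% and 6.16% in P14, the adult control, 24 h, 48 h and 96 h. Cell numbers and class shares therefore rest on the choice of the free-RNA profile.

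The mitochondrial limit moved many values. Under 15% mitochondrial UMIs, 1513 cells were left in P14, and the hepatocyte-like share was 11.1% in P14, 1.52% in the adult control, and 4.48%, 2.81% and 3.15% at 24 h, 48 h and 96 h. Mitosis-positive cells were 7.14% in P14, 0 in the adult control and 23.1% at 24 h. Replication-positive cells were 0 in the adult control, 10.5% at 48 h and 17.6% at 96 h. The metabolic lists stood at −0.74 in P14 and at −0.59, −0.83 and −0.32 at 24 h, 48 h and 96 h. Fatty acid oxidation at 96 h became −0.28, bile acid and drug metabolism at 96 h −0.38, immature liver at 24 h −0.72 and pericentral genes in P14 0.10. Genes higher in P14 rose to 2.81 at 24 h, 2.81 at 48 h and 2.44 at 96 h.

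Between cycling and non-cycling cells under the 15% limit, the metabolic lists stood at −0.16, −0.60 and −0.028 at 24 h, 48 h and 96 h, and cholesterol synthesis at 24 h at 0.024. At 96 h the urea cycle became 0.13, fatty acid synthesis 0.029, bile acid and drug metabolism −0.63, acute phase genes 0.021 and pericentral genes −0.14. In non-cycling cells over those of the adult control, the metabolic lists stood at −0.52, −0.58 and −0.25, and at 96 h the urea cycle became −0.042 and fatty acid oxidation −0.32. Few hepatocyte-like cells were left under this limit, so these values rest on far fewer cells than the reported ones.

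Allowing 50% mitochondrial UMIs gave hepatocyte-like shares of 63.8%, 33.1%, 37.9%, 31.2% and 30.01% in P14, the adult control, 24 h, 48 h and 96 h, and 6001 cells at 96 h. Mitosis-positive cells were 36.2% at 48 h and 17.7% at 96 h, and replication-positive cells 12% at 96 h. The metabolic lists at 96 h stood at −0.046, pericentral genes at 0.45 and periportal genes at −0.51. In cycling over non-cycling cells at 96 h, bile acid and drug metabolism became −0.44 and pericentral genes −0.67. In non-cycling cells at 96 h, the metabolic lists became −0.019, the urea cycle −0.25, pericentral genes 0.86 and periportal genes −0.64. In this setting 22.7% of the barcodes at 96 h were named cholangiocyte-like, so the hepatocyte-like class at 96 h was a different subset of cells.

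Clustering each library alone changed the adult control, 48 h and 96 h, to hepatocyte-like shares of 26.0%, 23.4% and 13.4%. Mitosis-positive cells were 2.36% in the adult control and 26.2% at 96 h, and replication-positive cells 1.82% and 13.9%. The metabolic lists at 96 h stood at −0.14, immature liver genes at 48 h at −0.90, and pericentral and periportal genes at 96 h at 0.61 and −0.85. In cycling over non-cycling cells at 96 h, the metabolic lists stood at −0.32, bile acid and drug metabolism at −0.51, pericentral genes at −0.62 and periportal genes at 0.27. In non-cycling cells at 96 h, the metabolic lists became −0.048, the urea cycle −0.61, pericentral genes 0.87 and periportal genes −1.13. Genes higher in P14 stood at 0.26, 0.32 and 0.72 at 24 h, 48 h and 96 h. The zonation of cycling cells at 96 h thus depends on which clusters bear the hepatocyte name, and no direction can be given for it.

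Counting low-mitochondrial barcodes as hepatocyte-like raised that class to 90.2% in P14, 65.3% in the adult control, and 74.5%, 59.4% and 72.5% at 24 h, 48 h and 96 h. The metabolic lists stood at −0.50 in P14 and −0.68, −0.78 and −0.21 at 24 h, 48 h and 96 h. At 96 h fatty acid oxidation became −0.0027, bile acid and drug metabolism −0.14 and periportal genes −0.20. Cycling over non-cycling cells stood at −0.17, −0.17 and −0.24. Non-cycling cells over those of the adult control stood at −0.54, −0.67 and −0.14, with pericentral genes at 48 h at −0.083 and the urea cycle at 96 h at −0.19. Genes higher in P14 stood at 0.47, 0.62 and 0.74.

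The definition of a positive cell scaled the cycling shares without changing the times of the peaks. Thinning to 3000 UMIs gave mitosis-positive shares of 8.95% in P14 and 9.93%, 35.5% and 6.76% at 24 h, 48 h and 96 h, and replication-positive shares of 6.21%, 30.1%, 14.5% and 3.32%. Requiring 2 genes gave 14.5%, 21.7%, 47.5% and 14.5% for mitosis in the same order. For replication it gave 17.7% in P14, 2.52% in the adult control, and 57.3%, 39.7% and 9.97% at 24 h, 48 h and 96 h. Requiring 5 genes gave 8.45%, 8.97%, 33.7% and 5.57% for mitosis, and 4.00% in P14, 0.110% in the adult control, and 24.5%, 10.9% and 2.98% for replication.

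Scaling and gene choice moved the metabolic lists after PHx less than inclusion of low-mitochondrial barcodes did. In P14, TMM factors moved the metabolic lists more than that inclusion. A minimum of 50 CPM likewise moved genes higher in P14 more at 24 h. TMM factors gave −0.041 in P14 and −0.48 at 48 h for the metabolic lists, and 0.91 at 48 h for genes higher in P14. The mean of the cells' own CPM gave −0.63 for the metabolic lists at 48 h and −0.0083 for bile acid and drug metabolism at 96 h. Subtracting the free-RNA profile gave −0.43, −0.50 and 0.087 for the metabolic lists at 24 h, 48 h and 96 h. With genes of at least 50 CPM, the metabolic lists in P14 stood at −0.30, and genes higher in P14 at 0.20 at 24 h and 0.56 at 48 h. Immature liver genes after PHx and replication genes in P14 and at 96 h had no gene left at that minimum and gave no value.

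Resemblance to P14 has to be read against matched random lists under the same setting, a comparison added after seeing the data, rather than against 0. A pseudocount of 10 CPM gave 0.10, 0.14 and 0.45 at 24 h, 48 h and 96 h, against 0.037, 0.032 and 0.081 in matched lists (percentiles 89.1, 98.3 and 100). With genes of at least 50 CPM the percentiles were 47.5, 97.7 and 100, so at 24 h this median showed no resemblance in that setting. In the other settings compared the percentile was 100 at each time. Genes at least 2-fold higher in P14 gave 0.49, 0.71 and 0.75. Splitting the adult control cells in equal parts, so that choice and measurement used different cells, gave 0.53 at 24 h and 0.89 at 96 h. Non-cycling cells alone, with genes chosen anew, gave 0.20, 0.35 and 0.64, against −0.080, −0.079 and 0.095 in matched lists. Depth limits the non-parenchymal signals: the endothelial-like cells at 48 h held 392011 UMIs in all, and Angpt2, with at most 3 UMIs in a library, could not be compared.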

Other observations

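The observations here rest on values and settings named in the parts before. The test of female-typical genes and the inclusion of low-mitochondrial barcodes were chosen only after the result had been seen.

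Sex differed between P14 and all other libraries. Male-typical genes stood at −8.37 in P14, and Sult2a1, Sult2a5, Cyp3a44 and Cyp2b9 were at 0 UMIs in hepatocyte-like cells of the adult control. After PHx, in male tissue, female-typical genes stayed at or under 7.44 CPM. Which of the genes higher in P14 are sex-biased was not tested, so genes higher or lower in P14 mix age with sex.

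Metabolic lists were lower at 24 h and 48 h in non-cycling cells as well, and inclusion of low-mitochondrial barcodes gave −0.54 and −0.67 there. A lower level confined to cycling cells would have left non-cycling cells near 0. Acute phase genes took up 9.78% of hepatocyte-like UMIs at 48 h against 1.00% in the adult control, which lowers the CPM of all other genes. TMM factors, which depend less on a few abundant genes, gave −0.48 at 48 h in place of −0.56.

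Log2 CPM of hepatocyte-like cells in P14 correlated across genes at 0.82 with the adult control, 0.81 with 24 h, 0.84 with 48 h and 0.87 with 96 h. The adult control and 96 h correlated at 0.96. By this measure, which needs no shared control, hepatocyte-like cells at 24 h were no closer to P14 than those of the adult control.

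An unnamed cluster of 38 cells from all 5 libraries was led by Birc5, Pclaf and Top2a and belonged to no class. B-like cells of P14 were 67.2% replication-positive, against 16.3% in the adult control. Most of the former lay in a cluster led by Vpreb3 and Vpreb1, and most of the latter in one led by Cd79a and Ms4a1. These shares therefore do not compare like cells.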
